A study of Schizosaccharomyces pombe with 72 samples. Its data were reported in "Nucleosome positioning shapes cryptic antisense transcription" (2026).

How the data were processed

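Strand-specific mRNA libraries from fission yeast (Schizosaccharomyces pombe) were analysed from the deposited tables, 1 per library. The strains were grown to mid-log phase in rich medium, RNA was extracted with hot phenol, polyadenylated RNA was selected, and libraries were sequenced in paired-end mode. The authors checked read quality with FastQC and quantified transcripts with Kallisto against the Ensembl transcripts of the fission yeast reference. The deposited tables of the authors hold, for each entry, estimated counts and TPM (transcript abundances that sum to a fixed total per library), with no normalization between libraries. Each table has 13994 entries, of which 6997 are annotated transcripts and 6997 carry the same names with a suffix that marks the reverse complement. In every library 76.5% to 99.8% of the entries were whole numbers, including those at 0.

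Transcript names were matched to gene symbols, gene types and positions in the RefSeq annotation of a later assembly of the same genome, which was used only for names, types and overlaps between genes. A match was found for 6851 of the 6997 transcripts. Of these, 5112 were protein-coding, and 5012 (98.0%) of them had the length of the annotated coding sequence, so reads from untranslated regions were not counted by those entries. The estimated counts of a protein-coding entry are called sense counts here, and those of its reverse-complement entry are called an antisense feature. Protein-coding genes that overlapped another protein-coding gene on the other strand numbered 1922 (37.6%), and an antisense feature over such a gene can hold reads of its neighbour. No coordinates are given because the 2 assemblies differ. The antisense transcripts that the study assembled from long reads were not used here.

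Groups were taken from the labels. The 72 libraries form 24 groups with 3 replicates each in 4 experiments called A, B, C and D, and experiment A has 2 batches called A-b1 and A-b2, each with its own WT. Replicate numbers in the labels were not treated as pairs. The total of estimated counts was 3657 to 38590464 per library (median 6304706.5). Intervals are 95% Wilson intervals for a share in a single library, and floors take a count of 0 as at most 3 counts. Both cover counting error only, because reads without molecular identifiers are not independent molecules.

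Estimated counts were rounded to whole numbers and tested with the edgeR quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) in a separate fit for each experiment or batch, with a term per group. Features were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, libraries were scaled with TMM factors from all features, and the prior count for log2 fold changes was the default of 0.125. All tests were two-sided. A feature was called at a Benjamini-Hochberg adjusted p under 0.05 over all features of the fit. Adjusted p-values given for single genes come from these edgeR fits. A log2 fold change of a gene at 0 in one whole group depends on the prior count, and a lower bound on the fold change is given for it instead. CPM values are counts scaled by the library's total to a total of 1000000, and they carry no scaling factor.

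The antisense share is the percentage of a library's estimated counts that fell on antisense features, compared by an exact permutation test of 3 libraries against 3. The antisense shift is the median log2 fold change of antisense features less that of protein-coding genes. Its test, camera on preranked statistics (limma, preset correlation 0.01, adjusted over the 26 edgeR comparisons), does not compare medians, so its direction can differ. Meiotic genes were protein-coding genes whose symbol begins with mug or meu and a number (110 genes). Convergently nested genes were protein-coding genes whose span lies inside that of a protein-coding gene on the other strand (200 genes, of which 14 are also mug or meu genes). Both sets were tested with camera in 10 comparisons (20 set tests) and again with fry, which estimates the correlation between genes. The same mutant in 2 experiments was compared by the correlation of log2 fold changes across genes, by calls made in both, and by an edgeR interaction test in a joint fit. For mutants that share WT libraries, the correlation was also computed in 20 simulations of unchanged groups, which gives the value a shared control produces alone.

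Genes named in the text were chosen by a rule set before the data were examined, as were the groups, the tests of the report and the alternatives, except 4 alternatives and those tests of explanations that the closing section names as chosen later. The rule takes the deleted genes and ura4, genes that the study names, and for each comparison with WT with over 10 protein-coding genes called, the called gene with the largest rise and the one with the largest fall. Such a gene had to have 3 mutant libraries beyond all 3 WT libraries and a mean of at least 8 CPM. The same was done for antisense features in hrp3Δ, hrp1Δhrp3Δ and prf1Δ with a minimum of 2 CPM. Genes named outside this rule are marked as such.

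Alternatives changed 1 choice at a time. They were median-of-ratios (RLE) size factors, TMM factors from protein-coding genes, no filter on low counts, the DESeq2 Wald test (DESeq2 1.42.0), a fit with the 2 groups compared alone, a fit over all libraries, the replicate number as a block, other thresholds, a prior count of 2, minimums of 1 CPM and 10 CPM, the share of TPM, fry, another definition of nested genes, and the removal of each replicate. Counts were called the same when they were within 1.5 times of each other. Every comparison of 3 libraries with 3 was repeated for all 10 splits of the libraries, and interactions for 100 draws of groupings.

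The procedure was tested on simulated data made from the observed libraries, with 200 features changed on a known scale, fewer where the filter left some out. The edgeR test recovered 164 of 200 features (82.0%) in the setting of hrp3Δ in experiment A-b1, with 2 false calls, and 157 of 200 (78.5%) in that of hrp3Δ in experiment B, with 2 false calls. It recovered 153 of 199 with 10 false calls in experiment C and 169 of 197 with 7 false calls in experiment A-b2. In the setting of prf1Δ in experiment D it recovered 0 of 200 features, which speaks only to changes on the simulated scale, since 237 protein-coding genes and 1475 antisense features were called in the observed libraries. A simulated antisense shift of 1 was found as 0.99 to 1.05 in all 5 settings. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.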

Results

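Sense and antisense mRNA counts were available for 72 libraries in 24 groups of 3 replicates. Experiment A compared deletions of single chromatin remodeler genes with WT in 2 batches. Batch A-b1 held WT and the groups labelled fft2Δ, fft3Δ, hrp1Δ, hrp3Δ, mit1Δ, rrp1Δ, rrp2Δ, irc20Δ and swr1Δ, and batch A-b2 held WT, fft1Δ and snf22Δ. Experiment B held WT, hrp1Δ, hrp3Δ and the double mutant hrp1Δhrp3Δ, which lack one or both of the CHD remodelers Hrp1 and Hrp3. Experiment C held WT and strains in which the C-termini of the paralogs were exchanged, labelled hrp3-CT(hrp1) for Hrp3 with the C-terminus of Hrp1 and hrp1-CT(hrp3) for the reverse. Experiment D held WT, hrp1Δhrp3Δ, prf1Δ and the triple mutant hrp1Δhrp3Δprf1Δ, where Prf1 is a regulator of transcription elongation. Each group was compared with the WT of its own experiment or batch.

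Library totals ranged from 470206 to 38590464 estimated counts in A-b1, from 5054945 to 9874249 in A-b2, from 7222368 to 10013173 in B, from 5203039 to 14320852 in C and from 3657 to 6278193 in D. The protein-coding profile of each library was correlated with the median profile of all libraries (Pearson's r across genes, which are not independent replicates). In 3 libraries of experiment D this r was below 0.8, with 0.684 in WT replicate 3, 0.569 in hrp1Δhrp3Δ replicate 1 and 0.229 in hrp1Δhrp3Δprf1Δ replicate 2. The other 69 libraries had an r of at least 0.903. The last of these 3 libraries held 3657 counts and had counts at 191 protein-coding genes. The biological coefficient of variation was 0.649 in D, against 0.184 in A-b1, 0.0742 in A-b2, 0.118 in B and 0.124 in C.

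**Figure D1:**
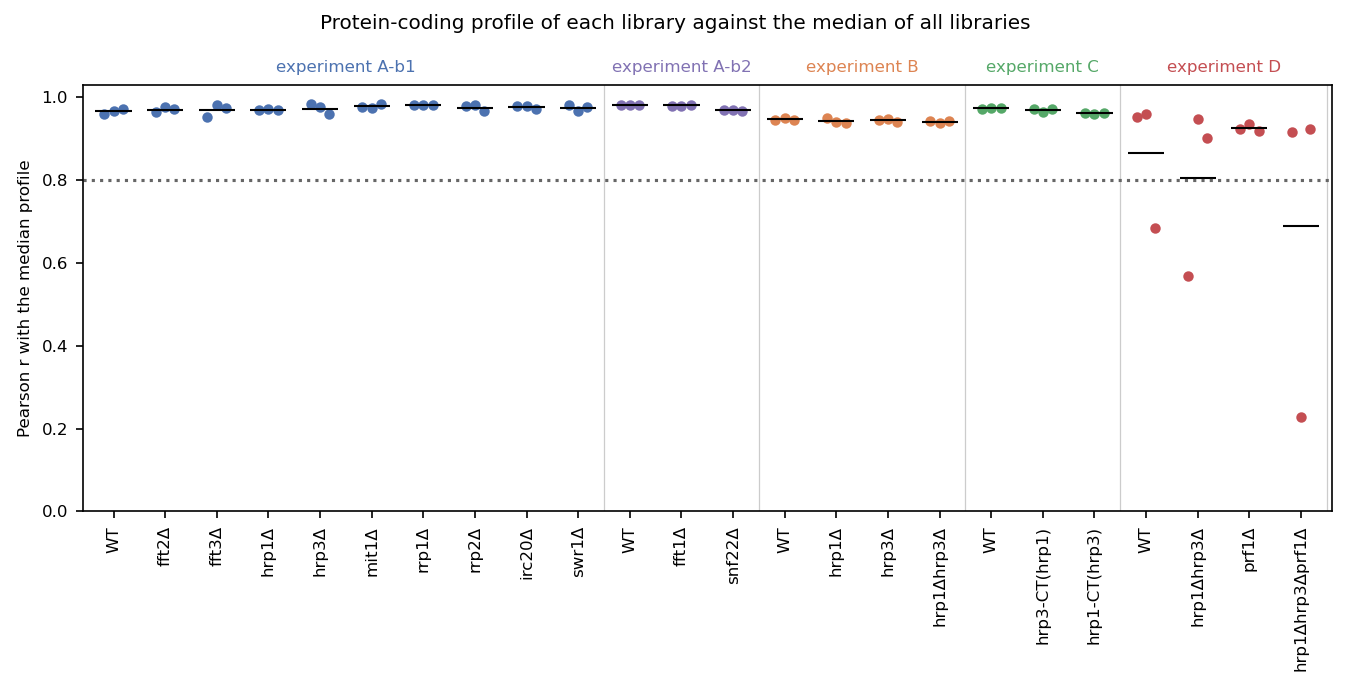
Pearson's r of each library's protein-coding profile with the median profile of all 72 libraries (y axis), by group as labelled (x axis), with the group mean as a bar and a dotted line at 0.8. Only 3 libraries of experiment D lie below the line, at 0.684, 0.569 and 0.229.

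The deleted gene was examined first in every library, as a check on the labels. In A, no counts of mit1 (SPBP35G2.10) were found in the 3 mit1Δ libraries, at least 34.9-fold lower than WT, and no counts of irc20 (SPAC144.05) in irc20Δ, at least 147-fold lower. Likewise fft1 (SPAC20G8.08c) was at 0 in fft1Δ, at least 255-fold lower, and snf22 (SPCC1620.14c) was at 0 in snf22Δ, at least 445-fold lower. The log2 fold change of fft3 (SPAC25A8.01c) was −2.68 in fft3Δ (23.6 ± 1.88 CPM against 156.2 ± 12.7 in WT, SD, n = 3, edgeR adjusted p 6.26e-11). That of rrp2 (SPBC23E6.02) was −2.42 in rrp2Δ (adjusted p 4.55e-05), and that of swr1 (SPAC11E3.01c) was −0.97 in swr1Δ (adjusted p 0.005). The call of swr1 rested on WT replicate 1, without which the change was −0.61 with an adjusted p of 0.312. For hrp1 (SPAC1783.05) in hrp1Δ of A-b1, a change of −0.60 was not called (14.6 ± 1.97 CPM against 21.3 ± 2.81, adjusted p 0.09).

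In 3 groups of A-b1 the gene named by the label was not lower. In the libraries labelled fft2Δ, fft2 (SPCC1235.05c) rose by 1.12 (55.999 ± 19.976 CPM against 26.3 ± 1.83 in WT, edgeR adjusted p 7.23e-05), and the other deleted genes by 0.07 to 1.02. In those labelled rrp1Δ, rrp1 (SPAC17A2.12) had 45.6 ± 5.70 CPM against 35.2 ± 4.12 (log2 fold change 0.34, adjusted p 0.39). Sense counts of hrp3 (SPAC3G6.01) in the libraries labelled hrp3Δ of A-b1 were 28.2 ± 8.94 CPM against 23.3 ± 2.25 in WT (log2 fold change −0.001, adjusted p 0.999). Its antisense feature rose there by 5.26 (33.9 ± 3.99 CPM against 0.629 ± 0.548, adjusted p 3.65e-08). These groups are named below by their labels.

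In experiment B, hrp1 fell by 2.55 in hrp1Δ (9.70 ± 0.730 CPM against 51.1 ± 2.79, edgeR adjusted p 2.00e-08) and hrp3 fell by 1.42 in hrp3Δ (25.3 ± 1.48 CPM against 55.8 ± 4.02, adjusted p 1.84e-07). The antisense feature of hrp3 rose by 4.86 in hrp3Δ, as in the libraries labelled hrp3Δ of A-b1. In hrp1Δhrp3Δ, hrp1 fell by 2.68 and hrp3 had no counts, at least 440-fold below WT. In D, hrp3 was at 0 in all 6 libraries without the gene by label, at least 257-fold lower in the double mutant and at least 81.6-fold lower in the triple mutant. The fall of hrp1 by 2.72 in the double mutant of D was not called (adjusted p 0.06), and without WT replicate 3 it was −3.08 with an adjusted p of 0.00696. In prf1Δ, prf1 (SPBC651.09c) had 58.6 ± 4.25 CPM against 94.5 ± 80.2 in WT (log2 fold change −1.31, adjusted p 0.39), and without WT replicate 3, which had 3.04 CPM, the change was −1.66 and still not called (adjusted p 0.166). In the triple mutant hrp1 had 64.6, 0 and 31.6 CPM and prf1 had 45.1, 0 and 43.2 CPM in replicates 1 to 3, where the values of 0 are from the library with 3657 counts. Neither fall was called there (−1.32, adjusted p 0.346, and −1.75, adjusted p 0.259). The level of hrp1 in the triple mutant thus went against the label, since prf1Δ, which carries hrp1, had 43.0 ± 3.18 CPM and the double mutant 12.9 ± 11.1. No counts of ura4, which every strain lacks by label, were found on the sense strand in 68 of 72 libraries, and none held more than 2.

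In experiment C the counts at hrp1 and hrp3 were compared because both strains carry an altered copy of one gene and a deletion of the other. In the libraries labelled hrp3-CT(hrp1), which lack hrp1 by label, hrp1 had 87.1 ± 29.4 CPM against 90.4 ± 5.62 in WT (log2 fold change −0.04, edgeR adjusted p 0.916), and hrp3 had 42.4 ± 7.05 CPM against 62.3 ± 5.10 (−0.56, adjusted p 0.006). In the libraries labelled hrp1-CT(hrp3), which lack hrp3 by label, hrp3 had 83.4 ± 1.58 CPM (0.20, adjusted p 0.107), and hrp1 had 44.0 ± 5.70 CPM (−1.28, adjusted p 1.22e-04). The antisense feature of hrp3 rose in both groups, by 4.05 and by 4.04. That of hrp1 rose in the libraries labelled hrp1-CT(hrp3), by 5.55 (22.5 ± 2.88 CPM against 0.405 ± 0.119), and had 0.726 ± 0.629 CPM in those labelled hrp3-CT(hrp1). Sense counts of the gene deleted by label were therefore near the WT level in both groups.

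**Figure D2:**
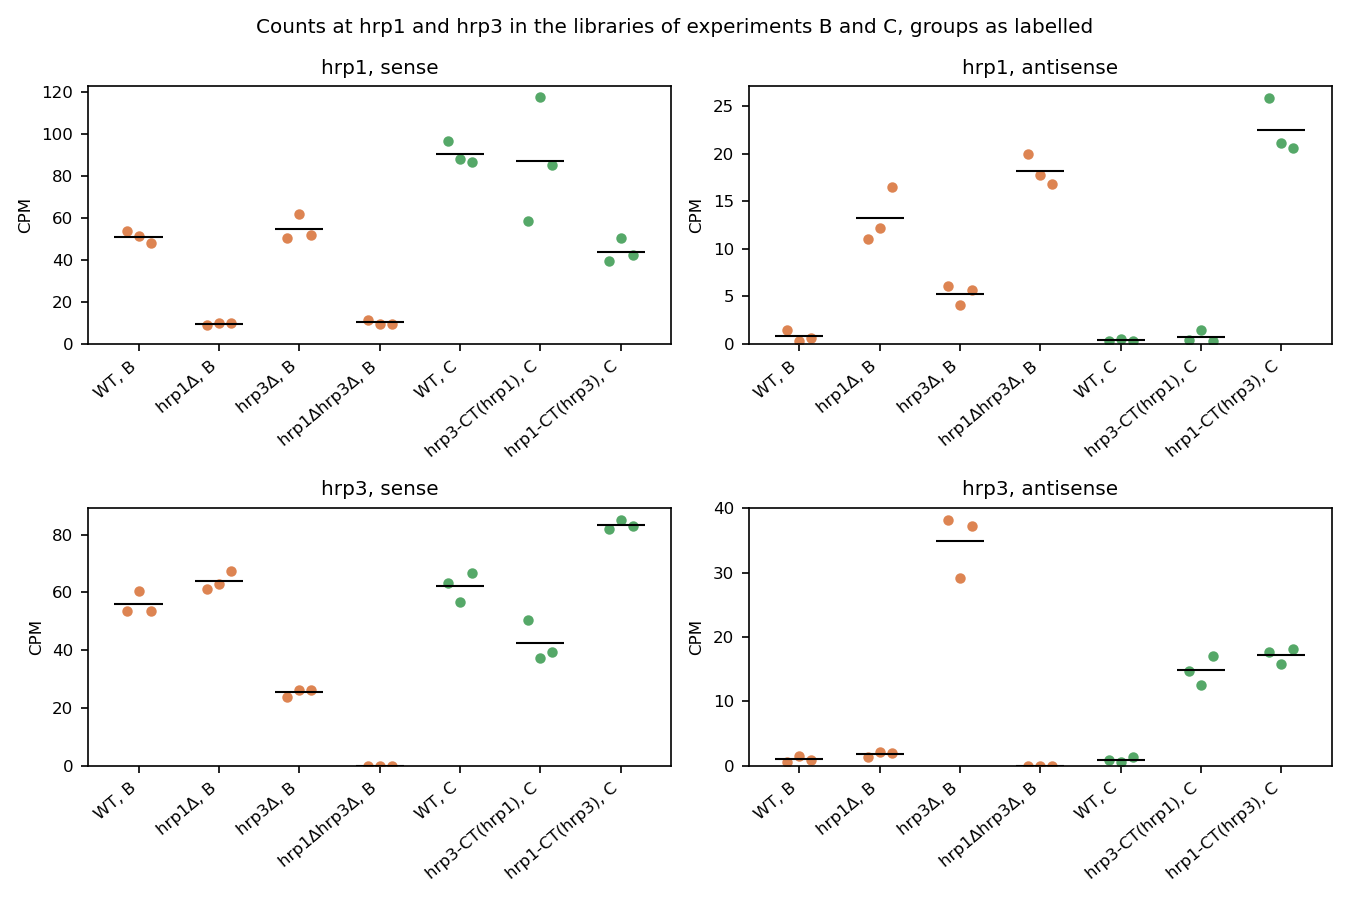
CPM on the sense and antisense strand of hrp1 and hrp3 (y axes) in the libraries of experiments B and C by group as labelled (x axes), with 1 point per library and the mean as a bar. The hrp1 mean was 87.1 CPM in the libraries labelled hrp3-CT(hrp1) and 44.0 CPM in those labelled hrp1-CT(hrp3), against 90.4 CPM in WT.

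The share of counts on antisense features tested whether loss of a remodeler raises antisense transcripts as a class. It was 1.00% ± 0.0612 (SD, n = 3) in WT of A-b1, 1.12% ± 0.0909 in WT of A-b2, 1.06% ± 0.0824 in B, 1.14% ± 0.0757 in C and 1.01% ± 0.284 in D. In A-b1 the share was 2.40% ± 0.0958 in the libraries labelled hrp3Δ and 1.19% ± 0.0584 in hrp1Δ, in both cases above all WT libraries in 3 of 3 libraries. In B it was 1.43% ± 0.0404 in hrp1Δ, 2.13% ± 0.127 in hrp3Δ and 2.79% ± 0.0345 in hrp1Δhrp3Δ, each again above WT in 3 of 3 libraries. In C the share was 3.36% ± 0.0781 in the libraries labelled hrp1-CT(hrp3), 2.94 times WT, and 1.28% ± 0.0506 in those labelled hrp3-CT(hrp1), 1.12 times WT. In D it was 3.04% ± 0.132 in hrp1Δhrp3Δ, 4.24% ± 0.519 in prf1Δ and 4.10% ± 0.710 in the triple mutant. Replicate 2 of the triple mutant had 4.92% (95% Wilson interval 4.27% to 5.67%), and with each library of D left out in turn the ratio of the triple mutant to WT was 3.49 to 4.52. These groups, 10 in all, reached the smallest two-sided exact permutation p of 0.1 that 3 against 3 libraries allow (0.19 after Benjamini-Hochberg adjustment over 19 comparisons), so none passed 0.05. For the other 9 mutant groups the share was 0.945% to 1.14%, with an exact permutation p of 0.4 to 0.9 (adjusted p 0.585 to 0.9). Taken as a share of TPM instead of counts, the largest change was in hrp1Δhrp3Δ of D, whose ratio to WT was 1.82 in place of 2.99.

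**Figure D3:**
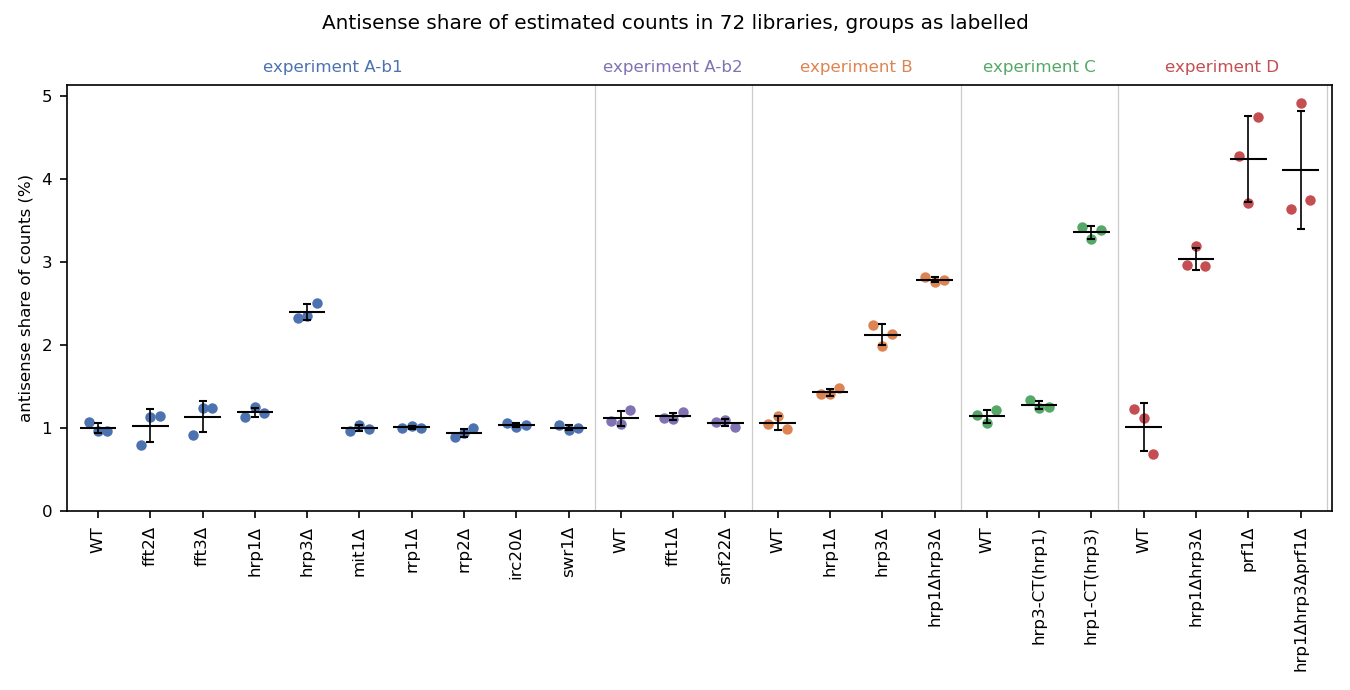
Antisense share of estimated counts in percent (y axis) in each of the 72 libraries by group as labelled (x axis), with the mean and SD of 3 replicates as bars. The libraries labelled hrp3Δ in A-b1 (mean 2.40%) and hrp1-CT(hrp3) in C (3.36%) lie above their WT libraries, as do hrp3Δ and the double mutant in B and the mutants in D.

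Features were then tested one by one with edgeR. In A-b1, 4870 protein-coding genes and 1775 antisense features were tested in each comparison. The largest number of antisense features was called in the libraries labelled hrp3Δ, with 982 higher and 50 lower, and leaving out single libraries gave 897 to 1188. The antisense shift was 1.59 there (camera, adjusted p 5.97e-28). Among protein-coding genes 681 were higher and 1023 lower, or 829 and 857 with TMM factors from protein-coding genes. In hrp1Δ 149 antisense features were higher and 73 lower (shift 0.21, adjusted p 0.0206), and without hrp1Δ replicate 2 the shift was 0.14 (adjusted p 0.0752). In fft3Δ 132 were higher and 51 lower (shift 0.31, adjusted p 0.0171). The alternative that moved this shift most was a fit with the 2 groups alone, which gave 0.04 (adjusted p 0.409). The libraries labelled fft2Δ had 89 higher and 69 lower (shift 0.12, adjusted p 0.261), and 41 called without WT replicate 1. For mit1Δ, rrp2Δ, irc20Δ, swr1Δ and the libraries labelled rrp1Δ, 4 to 61 antisense features were called and the shift was −0.13 to 0.06 (adjusted p 0.655 to 0.99), and with 1 library left out 0 to 98 features were called.

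Numbers of protein-coding genes called in the rest of A-b1 depended on single libraries. They were 1668 in the libraries labelled fft2Δ (639 without WT replicate 1), 1173 in fft3Δ (655 without WT replicate 1), 1280 in hrp1Δ (355 without WT replicate 1) and 1198 in irc20Δ (8 without WT replicate 1). In mit1Δ 557 genes were called (59 without mit1Δ replicate 1), in rrp2Δ 357 (8 without WT replicate 1 and 1256 without WT replicate 3), in swr1Δ 225 (41 without swr1Δ replicate 1 and 569 without swr1Δ replicate 2) and in the libraries labelled rrp1Δ 55 (17 without WT replicate 2). TMM factors from protein-coding genes alone turned the balance of mit1Δ from 319 higher and 238 lower to 235 higher and 333 lower, and that of rrp2Δ from 209 and 148 to 188 and 216. The balance also turned in the libraries labelled fft2Δ (923 and 745 to 803 and 884), in hrp1Δ (691 and 589 to 620 and 673) and in irc20Δ (653 and 545 to 568 and 653). In A-b2, snf22Δ had 1055 protein-coding genes higher and 996 lower (981 and 1079 with the second scaling) and 190 antisense features called (shift −0.001, adjusted p 0.907). In fft1Δ the deleted gene was the single feature called, and 287 protein-coding genes and 44 antisense features had an unadjusted p under 0.05.

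**Figure D4:**
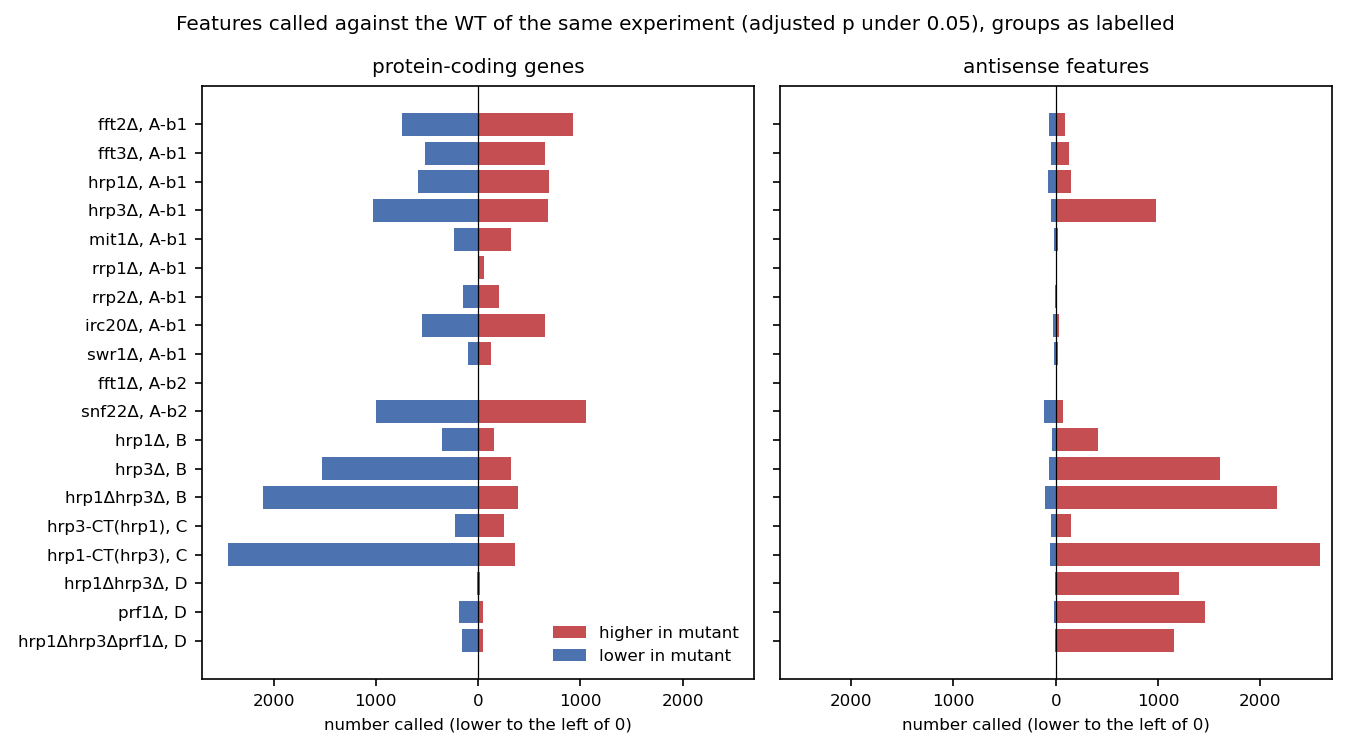
Number of protein-coding genes (left) and antisense features (right) called at an adjusted p under 0.05 against WT of the same experiment (x axes), higher to the right of 0 and lower to the left, for 19 mutant groups as labelled (y axis). The numbers of higher antisense features are 982 in the libraries labelled hrp3Δ of A-b1 and 2579 in those labelled hrp1-CT(hrp3) of C, while protein-coding balances in B and C depend on the scaling.

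Named by the rule for the largest changes, spn6 (SPCC188.12) had the largest rise in hrp1Δ (5.42, edgeR adjusted p 4.49e-06) and in the libraries labelled hrp3Δ (5.62, adjusted p 2.87e-07) of A-b1. The antisense feature over sty1 (SPAC24B11.06c) was at 0 in WT and at least 93.8-fold higher in the libraries labelled hrp3Δ, but was not called by DESeq2 (adjusted p 0.346). The largest falls were those of mug14 (SPBC359.06) in hrp1Δ (−3.79, adjusted p 1.90e-08) and of SPAPJ695.02 in the libraries labelled hrp3Δ (−6.19, adjusted p 2.04e-10). In fft3Δ cum1 (SPAC22G7.11c) fell by 2.37 and in the libraries labelled rrp1Δ ste11 (SPBC32C12.02) rose by 1.35. In rrp2Δ, nta1 (SPBC23E6.03c) had a change of −1.98, but it overlaps the deleted gene on the other strand. A rise of cdc28 (SPBC19C2.01) by 4.18 was called in the libraries labelled fft2Δ, and without WT replicate 1 it was 2.49 and not called (adjusted p 0.0737). In irc20Δ rex1 (SPAC637.09) rose by 3.77 (adjusted p 0.01), which was not called without WT replicate 1 (adjusted p 0.0954) or irc20Δ replicate 2 (adjusted p 0.0743). Genes of repeated subtelomeric families were also among the largest changes, such as tlh2 (SPBCPT2R1.08c) in fft3Δ (4.31), SPAC750.08c in mit1Δ (5.97) and ftm1 (SPAC977.01), which had no counts in irc20Δ. Reads of such near-identical copies cannot be assigned with certainty, so these values are uncertain. In snf22Δ str3 (SPAC1F8.03c) rose by 3.47 (adjusted p 1.59e-06).

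Experiment B asked how each CHD paralog and both together act on sense and antisense transcripts. Of 3306 antisense features tested, 411 were higher and 41 lower in hrp1Δ, 1605 and 63 in hrp3Δ, and 2163 and 109 in hrp1Δhrp3Δ. The antisense shift was 0.45 in hrp1Δ (camera, adjusted p 1.20e-12), 1.27 in hrp3Δ (5.88e-36) and 1.95 in the double mutant (3.36e-48). The double mutant differed from hrp3Δ by 454 higher and 46 lower antisense features (shift 0.51, adjusted p 1.16e-17), and 261 to 319 were called when any 1 of their 6 libraries was left out. Against hrp1Δ it had 1861 higher and 144 lower (shift 1.41, adjusted p 8.96e-36).

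For protein-coding genes in B the balance of calls depended on the scaling, since the median log2 fold change over all of them was −0.15 in hrp3Δ and −0.21 in the double mutant with TMM factors from all features. With these factors 154 of 4937 genes were higher and 357 lower in hrp1Δ, 320 and 1528 in hrp3Δ, and 392 and 2102 in hrp1Δhrp3Δ. With TMM factors from protein-coding genes alone, 253 were higher and 208 lower in hrp1Δ, 773 and 744 in hrp3Δ, and 985 and 977 in the double mutant. Against hrp3Δ the double mutant had 98 higher and 268 lower, or 147 and 148 with the second scaling, and against hrp1Δ 407 and 1672, or 795 and 763. In hrp1Δ 279 genes were called without WT replicate 1. At an adjusted p under 0.1 and an absolute log2 fold change above 1, 139 genes were called in hrp3Δ of B (84 higher) and 412 in the libraries labelled hrp3Δ of A-b1 (187 higher).

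Among the genes fixed beforehand, spn6 rose by 4.64 in hrp1Δ, by 5.13 in hrp3Δ and by 5.53 in the double mutant of B (edgeR adjusted p 2.46e-07, 1.18e-08 and 1.93e-09). The antisense feature over orc4 (SPBP23A10.13) rose by 4.96 in hrp3Δ (87.8 ± 0.892 CPM, n = 3, adjusted p 1.45e-11) and was not called in hrp1Δ (0.28, adjusted p 0.486), a difference that was not tested. Those over taf5 (SPCC5E4.03c), rap1 (SPBC1778.02), atg9 (SPBC15D4.07c), crt10 (SPBC27B12.05) and spb70 (SPCC553.09c) rose by 3.59 to 5.16 in hrp3Δ and by 5.23 to 6.06 in hrp1Δhrp3Δ, and every one of them was called in both. Of 3 nested pairs that the study names, the nested genes rose in hrp3Δ of B, spo6 (SPBC1778.04) by 1.66, mfr1 (SPBC1198.12) by 4.56 and meu27 (SPCC1259.14c) by 3.19. Their hosts lam2 (SPBC1778.05c), tfg2 (SPBC1198.13c) and chk1 (SPCC1259.13) changed by −0.04, −0.03 and −0.04 and were not called. Because each pair overlaps on opposite strands, the counts of a nested gene can include antisense transcripts of its host, and these values are uncertain. No atf21 (SPBC2F12.09c) value was obtained in B, where it was below the filter. The antisense feature over SPBC56F2.07c was at 0 in WT and at least 63.5-fold higher in hrp1Δhrp3Δ, and that over cdc28 was at least 57.3-fold higher in hrp3Δ. The largest fall among protein-coding genes of the double mutant was that of rds1 (SPAC343.12), by 2.39.

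Experiment C asked whether the C-terminus carries the difference between the paralogs, and its results are given by label because the counts at hrp1 and hrp3 went against the labels. Of 3447 antisense features, 2579 were higher and 52 lower in the libraries labelled hrp1-CT(hrp3) (shift 2.28, camera adjusted p 1.83e-65). Those labelled hrp3-CT(hrp1) had 151 higher and 51 lower (91 called without WT replicate 1), and the shift of 0.22 was short of the threshold (adjusted p 0.0526). It passed in a fit with the 2 groups alone (0.20, adjusted p 0.00203) and without WT replicate 2 (0.21, adjusted p 0.00295), among others, while a minimum of 1 CPM gave 0.09 (adjusted p 0.387). Of 4942 protein-coding genes, 249 were higher and 222 lower in the libraries labelled hrp3-CT(hrp1), and 244 were called without WT replicate 3. For the libraries labelled hrp1-CT(hrp3), 358 were higher and 2440 lower at a protein-coding median of −0.24, and 1004 were higher and 1043 lower with TMM factors from protein-coding genes. Compared directly, the libraries labelled hrp1-CT(hrp3) had 2394 antisense features higher and 86 lower than those labelled hrp3-CT(hrp1) (shift 2.08, adjusted p 1.08e-48). The largest rise in the libraries labelled hrp1-CT(hrp3) was that of mug137 (SPCC1919.11), by 5.39 (27.6 ± 2.38 CPM against 0.547 ± 0.217, adjusted p 4.97e-08).

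Experiment D asked whether loss of Prf1 adds to loss of both CHD remodelers. Of 3342 antisense features, 1203 were higher and 4 lower in hrp1Δhrp3Δ, 1454 and 21 in prf1Δ, and 1154 and 8 in the triple mutant. The antisense shift was 2.72, 2.62 and 2.86 (camera, adjusted p 1.68e-74, 1.19e-55 and 7.51e-61). Without WT replicate 1, 444, 867 and 635 antisense features were called, without WT replicate 3 the number in the double mutant was 1900, and without hrp1Δhrp3Δprf1Δ replicate 3 that in the triple mutant was 534. A fit with the 2 groups alone moved the double mutant most, to 0 antisense features called. The median log2 fold change of protein-coding genes was −0.67, −0.57 and −0.86, and changes of single features are to be read against these medians. Of 4918 protein-coding genes, 22 were higher and 13 lower in the double mutant, 47 and 190 in prf1Δ, and 45 and 156 in the triple mutant. With TMM factors from protein-coding genes these numbers were 34 and 5, 85 and 98, and 66 and 52. With 1 library left out, 10 (without WT replicate 1) to 100 (without hrp1Δhrp3Δ replicate 2) were called in the double mutant, 52 (without prf1Δ replicate 1) to 192 in prf1Δ and 29 (without hrp1Δhrp3Δprf1Δ replicate 3) to 175 in the triple mutant.

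Calls of differences between the mutants of D rested on single libraries. Between the triple and the double mutant 10 protein-coding genes and 26 antisense features were called, and the shift of 0.11 (camera, adjusted p 0.031) became −0.30 without hrp1Δhrp3Δ replicate 2 and −0.10 without hrp1Δhrp3Δ replicate 3, and was also negative without hrp1Δhrp3Δprf1Δ replicate 2. Between the triple mutant and prf1Δ no feature was called, and 21 protein-coding genes and 36 antisense features had an unadjusted p under 0.05. Their shift of 0.19 (adjusted p 0.0065) became −0.03 without hrp1Δhrp3Δprf1Δ replicate 2. Between prf1Δ and the double mutant 22 protein-coding genes and 155 antisense features were called (shift −0.09, adjusted p 0.52). Without hrp1Δhrp3Δ replicate 1 the shift was 0.44 and called (camera, adjusted p 0.00281). The interaction of prf1Δ with hrp1Δhrp3Δ was called at 6 protein-coding genes and 329 antisense features, 328 of them with a smaller rise in the triple mutant than the sum of the other effects, and its antisense shift was −2.53 (adjusted p 6.29e-61). Without WT replicate 1, WT replicate 2, or any 1 library of prf1Δ or of the triple mutant, 0 features were called in the interaction, and without WT replicate 3 there were 27 protein-coding genes and 1048 antisense features. At an unadjusted p under 0.05 the interaction had 49 protein-coding genes and 1501 antisense features.

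Antisense features over orc4, taf5, rap1 and atg9 rose in prf1Δ by 3.66 to 4.05 (edgeR adjusted p 0.002 to 0.007), against 3.29 to 6.43 for the same features in the double mutant of D, where atg9 was not called without WT replicate 2 (2.88, adjusted p 0.0578). Those over crt10 and spb70 were at 0 in WT of D, and in prf1Δ they were at least 9.92-fold and 26.9-fold higher. The call of crt10 rested on WT replicate 1, without which the adjusted p was 0.0612. In prf1Δ the largest rises were of mde7 (SPCC320.07c), at least 82.7-fold higher than the WT libraries at 0, and of the antisense feature over utp4 (SPBC19F5.02c), at least 188-fold higher. The largest fall was that of rpl1603 (SPBC2G2.05) with −5.69 (adjusted p 0.002), and the antisense feature over slx4 (SPAC688.06c) was at 0, at least 44.3-fold lower. In the double mutant the antisense feature over pex32 (SPCC550.09) was at least 59.5-fold higher. A rise of mug95 (SPAC1250.02) by 3.36 in the double mutant was called (adjusted p 0.026), but not without WT replicate 1 (2.95, adjusted p 0.148), WT replicate 2 (2.90, adjusted p 0.137) or hrp1Δhrp3Δ replicate 1 (2.21, adjusted p 0.0683). The change of rpa43 (SPBC3B9.07c) by −5.53 in the triple mutant (adjusted p 0.02) was not called without WT replicate 3 (−2.57, adjusted p 0.107) or without any 1 of the triple mutant libraries (adjusted p 0.0579 to 0.097).

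The same mutants in different experiments were compared, each with its own WT, and correlations are across genes, which are not independent replicates. For hrp3Δ, libraries labelled so in A-b1 and those of B, the log2 fold changes of 1707 antisense features had a Pearson r of 0.704 (Spearman's rho 0.758). Both experiments called 790 of them, 783 in the same direction, against 574.6 joint calls expected from the numbers called. For 4847 protein-coding genes r was 0.381 (rho 0.343), with 725 called in both, 598 of these in the same direction, and 636.5 expected. The alternative that moved the antisense r most was a minimum of 10 CPM, with 0.870 over 383 features. For hrp1Δ, r was 0.344 (rho 0.268) for protein-coding genes and 0.248 (rho 0.392) for antisense features, with 184 and 90 called in both and 131.0 and 42.0 expected. The double mutant in B and D had an r of 0.604 (rho 0.331) for protein-coding genes, which was 0.30 without WT replicate 3 of D, and of 0.688 (rho 0.721) for antisense features, of which 1065 were called in both. The effect of hrp1Δ differed between A-b1 and B at 415 protein-coding genes and 29 antisense features by an edgeR interaction test, and that of hrp3Δ at 731 and 136. These numbers were 87 and 9 for hrp1Δ without hrp1Δ replicate 1 of A-b1, and 427 and 63 for hrp3Δ without replicate 2 of the libraries labelled hrp3Δ of A-b1. For the double mutant no feature differed between B and D, and 40 protein-coding genes and 229 antisense features had an unadjusted p under 0.05.

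**Figure D5:**
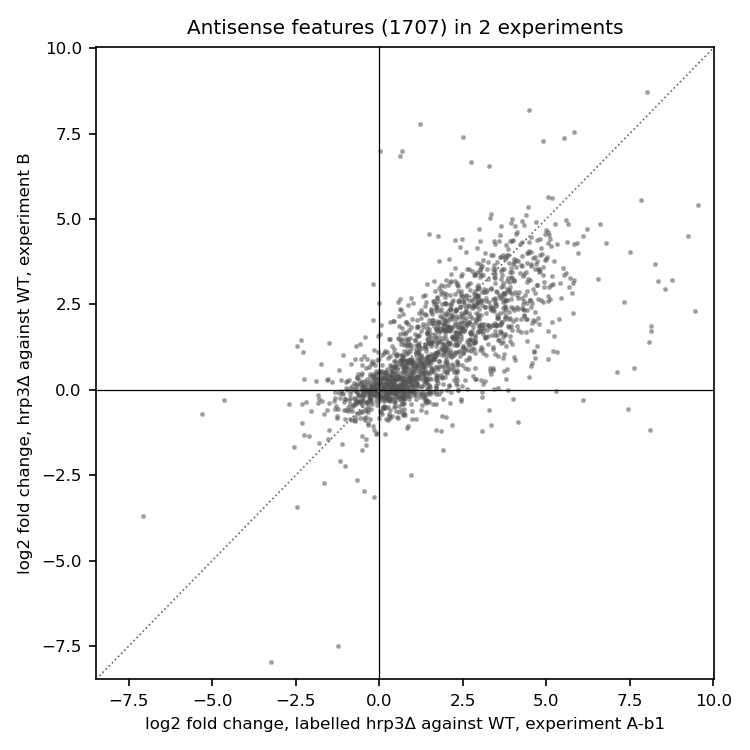
Log2 fold change of 1707 antisense features in the libraries labelled hrp3Δ of experiment A-b1 (x axis) and in hrp3Δ of experiment B (y axis), each against its own WT, with 1 point per feature and a dotted line of equal change. Pearson's r across features was 0.704.

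Comparisons that share their WT libraries correlate by chance, so a simulated value is given beside each. In B, hrp3Δ and hrp1Δhrp3Δ had an r of 0.779 across protein-coding genes (simulated mean 0.498, highest 0.613) and 0.864 across antisense features (simulated 0.494, highest 0.574). In C, the libraries labelled as the swaps had 0.145 (simulated 0.473) and 0.286 (simulated 0.467). In D, prf1Δ and hrp1Δhrp3Δ had 0.341 across protein-coding genes (simulated 0.499), and 0.692 across antisense features (simulated 0.519, highest 0.582). Single libraries moved both values, to 0.042 and 0.577 without hrp1Δhrp3Δ replicate 2, to 0.642 for protein-coding genes without hrp1Δhrp3Δ replicate 1 and to 0.787 for antisense features without WT replicate 1.

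Meiotic genes named mug or meu were tested as a set because the study asks whether nested meiotic genes respond to loss of Hrp3. By camera they were shifted upward relative to other protein-coding genes in B, with a difference of medians of 0.17 in hrp1Δ, 0.16 in hrp3Δ and 0.29 in hrp1Δhrp3Δ (adjusted over 20 set tests, p 7.14e-07, 4.20e-05 and 1.24e-08). The difference was 0.21 in the libraries labelled hrp1-CT(hrp3) (adjusted p 7.14e-08), and 0.41, 0.62 and 0.67 in the double mutant, prf1Δ and the triple mutant of D (1.77e-11, 2.42e-10 and 1.93e-10). The value of the double mutant was 0.176 without its replicate 1 and 0.629 without WT replicate 3. No shift was called in hrp1Δ of A-b1 (0.11, adjusted p 0.285), in the libraries labelled hrp3Δ of A-b1 (0.27, adjusted p 0.238) or in those labelled hrp3-CT(hrp1) (0.02, adjusted p 0.894). Under fry the calls in B and in the libraries labelled hrp1-CT(hrp3) held, those in D did not (adjusted p 0.291 to 0.869), and hrp1Δ of A-b1 was called (0.0044).

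Convergently nested genes were called higher by camera in the libraries labelled hrp1-CT(hrp3) (difference of medians 0.13, adjusted p 0.0012) and in the double mutant of D (0.11, adjusted p 1.24e-04, with 0.029 without WT replicate 1 and 0.388 without WT replicate 3), and lower in hrp1Δ of A-b1 (−0.22, adjusted p 0.0157). The last call was lost without WT replicate 1 (−0.14, adjusted p 0.0973) and without hrp1Δ replicate 1 (−0.16, adjusted p 0.0549). In hrp3Δ the difference was 0.07 in B (adjusted p 0.103), or 0.08 and called when nesting was defined by the coding sequence (adjusted p 0.0279), and −0.04 in the libraries labelled hrp3Δ of A-b1 (adjusted p 0.935). Under fry the direction was the opposite in the libraries labelled hrp1-CT(hrp3) (lower, adjusted p 1.24e-04), and fry called the set lower also in hrp3Δ (0.0102) and hrp1Δhrp3Δ (0.0011) of B. A test of fry is against no change and not against other genes, and all protein-coding genes had a negative median there. In prf1Δ and the triple mutant of D −0.07 and −0.03 were not called (adjusted p 0.21 and 0.212, direction higher). Called were 0.02 and 0.05 without WT replicate 3 (0.00616 and 0.0105) and 0.003 in the triple mutant without its replicate 1 (0.0244). Counted by single calls, nested genes were called higher more often than other genes in B, by Fisher's exact test across genes, which are not independent. The odds ratio was 2.63 in hrp1Δ, 2.53 in hrp3Δ (14.3% against 6.17%) and 2.09 in hrp1Δhrp3Δ (adjusted p 0.0028, 1.89e-04 and 0.0019). It was 2.77 in the libraries labelled hrp1-CT(hrp3) (8.61e-06), and 14.9, 10.2 and 10.8 in the double mutant, prf1Δ and the triple mutant of D (2.07e-06, 5.90e-08 and 4.37e-08), where 8, 13 and 13 nested genes were called. It was 0.321 in hrp1Δ of A-b1 (3.34e-04), 0.984 in the libraries labelled hrp3Δ of A-b1 (1) and 0.717 in those labelled hrp3-CT(hrp1) (0.524).

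Whether a rise of an antisense feature goes with a fall of its host gene was examined across host genes, which are not independent replicates. Pearson's r between antisense and sense log2 fold changes was 0.05 in the libraries labelled hrp3Δ of A-b1 (rho 0.14), −0.10 in hrp3Δ of B (rho −0.08), −0.05 in hrp1Δhrp3Δ of B (rho −0.05), −0.10 in that of D (rho −0.04) and 0.04 in prf1Δ (rho 0.05). The alternative that moved r most in B was a minimum of 1 CPM, with −0.09 in the double mutant. In hrp3Δ of B the sense count was called lower for 26.9% of the hosts whose antisense feature was called higher and for 24.7% of the other hosts, and in hrp1Δhrp3Δ of B for 39.8% and 34.95%. The order was the opposite in the libraries labelled hrp3Δ of A-b1 (13.2% and 17.1%) and in prf1Δ (2.83% and 3.84%), and in hrp1Δhrp3Δ of D 2 of 1201 such hosts were called lower, too few to compare. The percentages in B depend on the scaling.

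WT libraries of the same strain differed between experiments. Of 4924 protein-coding genes, between 194 (A-b2 against C) and 1146 (B against C) were called in the 10 pairs, and of 2166 antisense features between 118 and 423. Leaving out 1 library changed these numbers by more than 1.5 times in every pair, and without WT replicate 3 of D the pair A-b1 and D had 2964 protein-coding genes called in place of 1103. The antisense shift between WT groups was −0.41 to 0.29, and 3 of the 10 pairs were called by camera (smallest adjusted p 0.0155).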

Values the study reported

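The study reported 4,678 antisense transcripts with a changed level in hrp1Δhrp3Δ relative to WT, counted on an annotation that it extended with its own long reads to 9,016 antisense transcripts. It catalogued 212 convergently nested genes in the genome.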

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

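The tests of a difference between cultures or library batches were chosen only after the result was seen, and the reading of the thinning tests was made more cautious after their values were seen.

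The effect of hrp1Δ differed between experiments A-b1 and B at 415 protein-coding genes and 29 antisense features by the edgeR interaction test. Without hrp1Δ replicate 1 of A-b1 the numbers were 87 and 9, and without WT replicate 3 of A-b1 they were 1254 and 98. Of 100 draws of other groupings of the libraries, 3 gave as many protein-coding genes and 5 as many antisense features, so only the first lies under a share of 0.05. A trend with gene length or with GC content alone is argued against for the protein-coding genes, since 332 were called once a smooth trend with length was taken out of each library and 371 once a trend with GC content was. A difference in depth stays open. With all libraries thinned to the same number of counts 3 genes were called, but the calls of hrp1Δ against WT in the same thinned libraries also fell, to 46 in A-b1 and 1 in B, so the thinned data could not show a difference. A difference between cultures or library batches of the 2 experiments also stays open, since 1094 protein-coding genes were called between their WT libraries. The labels name the same strain in both experiments, so no biological difference is given by the design.

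The effect of hrp3Δ, taken from the libraries labelled hrp3Δ in A-b1 and from hrp3Δ in B, differed at 731 protein-coding genes and 136 antisense features. With 1 library left out these numbers ranged from 424 (without WT replicate 3 of B) to 1367 (without WT replicate 3 of A-b1) and from 58 (without replicate 1 of the libraries labelled hrp3Δ in A-b1) to 187 (without WT replicate 3 of A-b1). Of 100 groupings, the real one included, 5 gave as many protein-coding genes and 10 as many antisense features. A random grouping of these libraries can thus reach both numbers. Taking out a trend with gene length left 744 protein-coding genes called and taking out a trend with GC content left 900, which argues against either trend as the whole cause. Thinning to equal depth left 4 genes, but the calls against WT fell to 12 in A-b1 and 0 in B, so a difference in depth stays open. A difference between cultures or library batches, for which the 1094 protein-coding genes called between the WT libraries speak, stays open too. The labels again name the same strain, although sense counts of hrp3 were near WT in A-b1 and lower in B.

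The effect of prf1Δ differed between strains with and, by label, without hrp1 and hrp3 at 6 protein-coding genes and 329 antisense features of experiment D. As many protein-coding genes were called in 5 of 100 draws of other groupings, as many antisense features in 2 of 100, and an antisense shift as large in 10 of 100. The call of antisense features rested on single libraries, since 0 were called without WT replicate 1, without WT replicate 2 or without any 1 library of prf1Δ or of the triple mutant, while 1048 were called without WT replicate 3. The antisense shift of the interaction did not rest on 1 library, at −2.53 (camera, adjusted p 6.29e-61) and −3.08 to −1.99 with 1 library left out. At an unadjusted p under 0.05, with all libraries, 1501 antisense features were called. The 3 atypical libraries, of which triple mutant replicate 2 held 3657 counts, are argued against as the cause, since 89 protein-coding genes and 1135 antisense features were called without them. Less than additive effects of the mutations stay open as the biological explanation, with the reserve that by counts the triple mutant did not lack hrp1 (64.6 and 31.6 CPM in replicates 1 and 3) and prf1Δ kept 58.6 CPM of prf1.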

How the results depend on the processing

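The alternatives added only after the data were seen were the tests without the 3 atypical libraries, with antisense features over genes that have no gene on the other strand, with hosts that have none, and with RLE factors for pairs of WT groups. Of the results that compare groups, 581 stayed the same under alternatives other than leaving out a library, meaning the same direction and side of the threshold, a count within 1.5 times or a value within its spread, while 144 moved, 13 reversed, 7 became stronger and 10 weaker. Of the single genes, 643 stayed the same, 6 became stronger and 6 weaker. Below, values are given as reported and then under the alternative, for groups of each experiment, labelled stands for the libraries labelled with the name that follows, double for hrp1Δhrp3Δ, triple for hrp1Δhrp3Δprf1Δ and p for the adjusted p. Unless a cause is given, the cause was not tested.

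A fit with the 2 compared groups alone has fewer samples to estimate the variation of a gene. The number of protein-coding genes called changed from 1668 to 360 in labelled fft2Δ, 1173 to 205 in fft3Δ, 1280 to 749 in hrp1Δ, 557 to 107 in mit1Δ, 55 to 4 in labelled rrp1Δ, 357 to 9 in rrp2Δ, 1198 to 503 in irc20Δ and 225 to 0 in swr1Δ of A-b1, then 511 to 309 in hrp1Δ and 366 to 576 in double against hrp3Δ of B, then 471 to 301 in labelled hrp3-CT(hrp1) of C, then 35 to 0 in double, 237 to 467 in prf1Δ, 201 to 13 in triple, 10 to 0 in triple against double, 0 to 59 in triple against prf1Δ and 22 to 10 in prf1Δ against double of D. The number of antisense features called changed from 158 to 19 in labelled fft2Δ, 183 to 13 in fft3Δ, 222 to 87 in hrp1Δ, 34 to 2 in mit1Δ, 4 to 0 in labelled rrp1Δ, 21 to 2 in rrp2Δ, 61 to 13 in irc20Δ and 34 to 1 in swr1Δ of A-b1, then 452 to 235 in hrp1Δ and 500 to 782 in double against hrp3Δ of B, then 202 to 74 in labelled hrp3-CT(hrp1) of C, then 1207 to 0 in double, 1162 to 17 in triple, 26 to 3 in triple against double, 0 to 44 in triple against prf1Δ and 155 to 22 in prf1Δ against double of D. Antisense shifts changed from 0.31 to 0.04 in fft3Δ (p 0.409) and 0.21 to 0.14 in hrp1Δ (p 0.0753) of A-b1, then 0.22 to 0.20 in labelled hrp3-CT(hrp1) (p 0.00203) of C, then 0.11 to −0.24 in triple against double (p 0.37) and 0.19 to 0.044 in triple against prf1Δ (p 0.19) of D.

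A single fit over all 72 libraries shares the variation between experiments of different spread. Protein-coding genes called changed from 1668 to 263 in labelled fft2Δ, 1173 to 158 in fft3Δ, 1280 to 228 in hrp1Δ, 1704 to 773 in labelled hrp3Δ, 557 to 22 in mit1Δ, 55 to 7 in labelled rrp1Δ, 357 to 4 in rrp2Δ, 1198 to 20 in irc20Δ and 225 to 12 in swr1Δ of A-b1, then 2051 to 133 in snf22Δ of A-b2, then 511 to 42 in hrp1Δ, 1848 to 144 in hrp3Δ, 2494 to 370 in double, 366 to 19 in double against hrp3Δ and 2079 to 214 in double against hrp1Δ of B, then 471 to 19 in labelled hrp3-CT(hrp1), 2798 to 1521 in labelled hrp1-CT(hrp3) and 3001 to 1298 in labelled hrp1-CT(hrp3) against labelled hrp3-CT(hrp1) of C, then 35 to 1977 in double, 237 to 2218 in prf1Δ, 201 to 2158 in triple, 10 to 1402 in triple against double, 0 to 5 in triple against prf1Δ, 22 to 1979 in prf1Δ against double and 6 to 340 in the interaction of D. Counts fell in A, B and C, and they rose in D, where the replicates of the experiment varied most.

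With the DESeq2 Wald test, protein-coding genes called changed from 55 to 97 in labelled rrp1Δ and 357 to 594 in rrp2Δ of A-b1, then 1 to 7 in fft1Δ of A-b2, then 201 to 336 in triple, 10 to 49 in triple against double, 0 to 1 in triple against prf1Δ and 22 to 124 in prf1Δ against double of D. Antisense features called changed from 222 to 140 in hrp1Δ, 34 to 14 in mit1Δ, 21 to 7 in rrp2Δ and 61 to 27 in irc20Δ of A-b1, then 26 to 54 in triple against double, 0 to 1 in triple against prf1Δ and 329 to 494 in the interaction of D. The shifts that crossed a threshold or reversed changed from 0.22 to 0.22 in labelled hrp3-CT(hrp1) (p 0.0392) of C, then 0.11 to −0.05 in triple against double (p 0.141) of D.

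Without a filter on low counts, more features were tested, and protein-coding genes called changed from 557 to 279 in mit1Δ, 357 to 125 in rrp2Δ, 1198 to 682 in irc20Δ and 225 to 93 in swr1Δ of A-b1, then 1 to 2 in fft1Δ of A-b2, then 10 to 5 in triple against double and 6 to 12 in the interaction of D. Antisense features called changed from 1032 to 1666 in labelled hrp3Δ, 21 to 8 in rrp2Δ, 61 to 30 in irc20Δ and 34 to 18 in swr1Δ of A-b1, then 26 to 17 in triple against double of D. A shift changed from 0.11 to 0.14 in triple against double (p 0.0521) of D.

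Scaling by TMM factors from protein-coding genes changed the protein-coding genes called from 201 to 118 in triple, 10 to 0 in triple against double and 22 to 9 in prf1Δ against double of D. It changed the antisense features called from 4 to 2 in labelled rrp1Δ of A-b1, then 26 to 3 in triple against double, 155 to 24 in prf1Δ against double and 329 to 538 in the interaction of D. Shifts changed from 0.22 to 0.22 in labelled hrp3-CT(hrp1) (p 0.0201) of C, then 0.11 to −0.21 in triple against double (p 0.258) of D. RLE factors changed the protein-coding genes called from 201 to 127 in triple, 10 to 0 in triple against double and 22 to 12 in prf1Δ against double of D, the antisense features called from 26 to 3 in triple against double, 155 to 44 in prf1Δ against double and 329 to 512 in the interaction of D, and shifts from 0.22 to 0.22 in labelled hrp3-CT(hrp1) (p 0.0169) of C, then 0.11 to −0.13 in triple against double (p 0.147) of D.

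Replicate numbers were tested as a pairing because the labels number the replicates of each group from 1 to 3. In 0 of 25 comparisons were all correlations between equally numbered replicates above 0.1, and their mean was −0.04 against 0.02 for differently numbered ones, so the numbers were not used as pairs. With the replicate number as a block, protein-coding genes called changed from 35 to 18 in double, 237 to 107 in prf1Δ, 201 to 77 in triple, 10 to 0 in triple against double and 22 to 14 in prf1Δ against double of D. Antisense features called changed from 202 to 134 in labelled hrp3-CT(hrp1) of C, then 26 to 2 in triple against double and 155 to 94 in prf1Δ against double of D, and shifts from 0.11 to −0.059 in triple against double (p 0.233) and 0.19 to 0.10 in triple against prf1Δ (p 0.0688) of D.

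Without the 3 atypical libraries of D, which leaves 2 libraries in 3 of its groups, protein-coding genes called changed from 35 to 445 in double, 237 to 1967 in prf1Δ, 201 to 1594 in triple, 10 to 847 in triple against double, 22 to 1443 in prf1Δ against double and 6 to 89 in the interaction of D. Antisense features called changed from 1207 to 1833 in double, 1475 to 2688 in prf1Δ, 1162 to 2320 in triple, 26 to 524 in triple against double, 155 to 986 in prf1Δ against double and 329 to 1135 in the interaction of D. The shifts that reversed changed from 0.19 to −0.031 in triple against prf1Δ (p 0.936) and −0.086 to 0.45 in prf1Δ against double (p 0.00222) of D.

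With antisense features of at least 1 CPM in WT, which are fewer, shifts changed from 0.31 to 0.091 in fft3Δ (p 0.291) and 0.21 to 0.019 in hrp1Δ (p 0.394) of A-b1, then 0.11 to −0.22 in triple against double (p 0.291) and −0.086 to −0.42 in prf1Δ against double (p 0.014) of D. Over genes with no gene on the other strand, which are also fewer, antisense features called changed from 34 to 11 in mit1Δ, 4 to 1 in labelled rrp1Δ and 21 to 7 in rrp2Δ of A-b1. At an adjusted p under 0.1 and an absolute log2 fold change above 1, protein-coding genes called changed from 1704 to 412 in labelled hrp3Δ of A-b1, then 1848 to 139 in hrp3Δ of B, and at an adjusted p under 0.01 from 1704 to 1057 in labelled hrp3Δ of A-b1, then 1848 to 1191 in hrp3Δ of B. As a share of TPM, the antisense share relative to WT changed from 2.4 to 2.03 in labelled hrp3Δ, 1 to 1.12 in mit1Δ, 1.01 to 1.1 in labelled rrp1Δ, 0.946 to 1.08 in rrp2Δ, 1.04 to 1.23 in irc20Δ and 1.01 to 1.12 in swr1Δ of A-b1, then 2.62 to 2.24 in double of B, then 2.94 to 2.04 in labelled hrp1-CT(hrp3) of C, then 2.99 to 1.82 in double of D.

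Where the same mutant was compared in 2 experiments, a minimum of 10 CPM left fewer features. The antisense features whose hrp1Δ effect differed changed from 29 to 10, those called in both experiments from 90 to 16, and r from 0.248 to 0.486. For hrp3Δ these changed from 136 to 44, 790 to 148 and 0.704 to 0.870. For the double mutant in B and D, protein-coding genes called in both changed from 28 to 8, antisense features called in both from 1065 to 149 and r from 0.688 to 0.855. The correlation of sense with antisense changes went from −0.10 to −0.13 in hrp3Δ of B over hosts with no gene on the other strand, and −0.05 to −0.09 in double of B over antisense features of at least 1 CPM.

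For gene sets, fry in place of camera tests against no change. For mug and meu genes fry called hrp1Δ of A-b1 (p 0.0044, where the difference of medians was 0.11), and did not call prf1Δ (0.291, 0.62) or triple of D (0.869, 0.67). In double of D its direction for mug and meu genes was lower (0.869, 0.41). For convergently nested genes its direction was lower in hrp3Δ (0.0102, 0.07) and double of B (0.0011, 0.01), in labelled hrp1-CT(hrp3) (1.24e-04, 0.13) and in double of D (0.467, 0.11), and hrp1Δ of A-b1 was no longer called (0.0646, −0.22). With nesting defined by the coding sequence the difference in hrp3Δ of B changed from 0.07 to 0.078 and was called (p 0.0279).

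Each replicate was left out in turn, which leaves 2 libraries in a group. Of the results that compare groups, 818 stayed the same, 303 moved, 8 reversed, 7 became stronger and 4 weaker, and of the single genes 1251 stayed the same, 10 became stronger and 65 weaker. Where any value changed, protein-coding genes called ranged from 639 to 1970 in labelled fft2Δ, 655 to 1390 in fft3Δ, 355 to 1681 in hrp1Δ, 59 to 1036 in mit1Δ, 17 to 87 in labelled rrp1Δ, 8 to 1256 in rrp2Δ, 8 to 1774 in irc20Δ and 41 to 569 in swr1Δ of A-b1, then 1 to 2 in fft1Δ of A-b2, then 279 to 486 in hrp1Δ and 173 to 234 in double against hrp3Δ of B, then 244 to 484 in labelled hrp3-CT(hrp1) of C, then 10 to 100 in double, 52 to 192 in prf1Δ, 29 to 175 in triple, 0 to 18 in triple against double, 3 to 60 in prf1Δ against double and 0 to 27 in the interaction of D. Antisense features called ranged from 41 to 183 in labelled fft2Δ, 96 to 174 in fft3Δ, 65 to 246 in hrp1Δ, 2 to 72 in mit1Δ, 0 to 4 in labelled rrp1Δ, 2 to 65 in rrp2Δ, 1 to 98 in irc20Δ and 10 to 52 in swr1Δ of A-b1, then 91 to 191 in labelled hrp3-CT(hrp1) of C, then 444 to 1900 in double, 867 to 1959 in prf1Δ, 534 to 1605 in triple, 0 to 101 in triple against double, 12 to 323 in prf1Δ against double and 0 to 1048 in the interaction of D, then 261 to 319 in double against hrp3Δ of B. Shifts ranged from 0.068 to 0.27 in labelled fft2Δ and 0.14 to 0.42 in hrp1Δ of A-b1, then −0.021 to 0.13 in fft1Δ of A-b2, then 0.14 to 0.27 in labelled hrp3-CT(hrp1) of C, then −0.30 to 0.58 in triple against double, −0.03 to 0.35 in triple against prf1Δ and −0.46 to 0.44 in prf1Δ against double of D. The difference of medians for convergently nested genes ranged from −0.29 to −0.14 in hrp1Δ of A-b1, then 0.037 to 0.094 in hrp3Δ of B, then −0.14 to 0.018 in prf1Δ and −0.14 to 0.047 in triple of D. The correlation of sense with antisense changes ranged from −0.095 to −0.071 in hrp3Δ of B, then −0.079 to −0.011 in double of D.

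With 1 library left out, the protein-coding genes whose hrp1Δ effect differed between A-b1 and B ranged from 87 to 1254 and the antisense features from 5 to 98, while those called in both experiments ranged from 84 to 208 and 36 to 82. For hrp3Δ the differing protein-coding genes ranged from 424 to 1367, the differing antisense features from 58 to 187 and the antisense r from 0.61 to 0.704. For the double mutant in B and D, protein-coding genes called in both ranged from 6 to 58, antisense features from 423 to 1494 and the antisense r from 0.618 to 0.681. Between WT groups, protein-coding genes called ranged from 272 to 375 for A-b1 against A-b2, 669 to 848 for A-b1 against B, 194 to 293 for A-b1 against C, 550 to 2964 for A-b1 against D, 146 to 175 for A-b2 against B, 45 to 56 for A-b2 against C, 14 to 1526 for A-b2 against D, 607 to 672 for B against C, 124 to 2385 for B against D and 145 to 1921 for C against D. Antisense features called between WT groups ranged from 82 to 176 for A-b1 against A-b2, 189 to 238 for A-b1 against B, 31 to 67 for A-b1 against C, 110 to 438 for A-b1 against D, 85 to 165 for A-b2 against B, 20 to 56 for A-b2 against C, 2 to 300 for A-b2 against D, 219 to 280 for B against C, 50 to 409 for B against D and 31 to 308 for C against D.

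Depth limited the results of A-b1, where a library held 470206 counts, and those of D, where a library held 3657 counts. The planned comparison of 2 overlap rules for antisense entries was not run, because the deposited tables mark these entries directly.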

Other observations

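The tests for a single exchanged library, for a swapped segment that adds reads, for WT libraries under a mutant label, for libraries of single other deletion strains, and for a trend with gene length in the atypical libraries were chosen only after the result was seen, and the readings of exchanged swap labels, of libraries of another deletion strain and of WT libraries under a mutant label were made more cautious after their values were seen.

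Counts at hrp1 and hrp3 in experiment C went against the labels of the C-terminus swaps, since the gene deleted by label was near the WT level in both groups. The log2 ratio of hrp3 to hrp1 was 0.76 to 1.06 in the libraries labelled hrp1-CT(hrp3) and −1.65 to −0.22 in those labelled hrp3-CT(hrp1), and the gap of 0.98 between the groups argues against a single exchanged library. Exchanged labels of the 2 swap groups would place the hrp1 deletion in the libraries labelled hrp1-CT(hrp3). Among genes beside hrp1, 3 were called in the same direction in hrp1Δ of A-b1 and B. Of these, 1 (atg12) was called the same way in the libraries labelled hrp1-CT(hrp3) and 2 (hst4 and pap1) the opposite way, but all protein-coding genes had a median of −0.24 there. With TMM factors from protein-coding genes 0 were called the same way (atg12 −0.81, edgeR adjusted p 0.094) and 1 the opposite way (pap1 −0.22, adjusted p 0.012). In those labelled hrp3-CT(hrp1) 0 were called with either scaling, so these genes decide nothing. A swapped segment that adds sense reads to the deleted hrp1 is argued against as the whole cause by the antisense feature of hrp1. It had 4.54 to 60.8 CPM in the 12 libraries of hrp1Δ and hrp1Δhrp3Δ but at most 1.45 CPM in those labelled hrp3-CT(hrp1). Exchanged labels stay open and match the study, which describes an antisense rise for Hrp3 with the C-terminus of Hrp1 only. The hrp1 antisense feature goes with them at 20.57 to 25.81 CPM in those labelled hrp1-CT(hrp3), but prf1Δ, with hrp1, had 15.61 to 36.26.

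The genes fft2 and rrp1 were not lower in the libraries labelled with their deletion. Libraries of the fft1Δ, fft3Δ, mit1Δ, rrp2Δ, irc20Δ or snf22Δ strain are argued against. These 6 genes were lower by more than 1 on the log2 scale and called in their own libraries. The lowest change among them was 0.07 in those labelled fft2Δ and −0.03 in those labelled rrp1Δ. Libraries of the hrp3Δ strain are argued against by the antisense feature of hrp3, which changed by 1.24 and 0.84 (edgeR adjusted p 0.13 and 0.529), against 5.26 in the libraries labelled hrp3Δ. The swr1Δ strain is argued against by changes of swr1 of 1.02 and 0.53, against −0.97 in swr1Δ, and for the libraries labelled fft2Δ the hrp1Δ strain by a change of hrp1 of 0.70 (adjusted p 0.034), against −0.60 in hrp1Δ. For the libraries labelled rrp1Δ, with 0.28, the hrp1Δ strain stays open. So does an exchange between these 2 groups or with prf1Δ, for which the numbers of other deleted genes lower by more than 1 and called, 0 in the libraries labelled fft2Δ and 0 in those labelled rrp1Δ, say nothing, as fft2, rrp1 and prf1 did not reach that limit under their own labels. WT libraries under the mutant label stay open. With 1 replicate left out, at least 639 and 17 protein-coding genes were called against WT. WT groups of different experiments gave such numbers too, so they decide nothing. A deletion that leaves most of the transcript in place stays open as well and was not tested.

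Poorer separation of strands in the library preparation would raise antisense counts most at abundant genes. The rise of the antisense share at the 100 most abundant genes was 2.7% of that over all genes with no gene on the other strand in the libraries labelled hrp3Δ of A-b1, −0.1% in hrp3Δ and 0.1% in hrp1Δhrp3Δ of B, 2.4% in the libraries labelled hrp1-CT(hrp3), 2.8% in hrp1Δhrp3Δ of D and 3.1% in prf1Δ. These values argue against it as the cause of the higher antisense shares of those groups. In hrp1Δhrp3Δprf1Δ the value was 103.1%, and it rested on replicate 2 with 3657 counts, since the lowest library had 2.6%, so poorer separation stays open for that library. A difference between cultures is argued against where a mutant was measured in separate experiments. The share was 2.40% in the libraries labelled hrp3Δ of A-b1 and 2.13% in hrp3Δ of B, and 2.79% and 3.04% in hrp1Δhrp3Δ of B and D, while the means of the 5 WT groups were 1.00% to 1.14%. Loss of Hrp3, alone or with Hrp1, is the biological explanation for these as a hypothesis. For prf1Δ, hrp1Δhrp3Δprf1Δ and the libraries labelled hrp1-CT(hrp3), measured in 1 experiment each, variation between cultures as large as among WT libraries is argued against, since the 15 WT libraries had 0.692% to 1.23% and each library of these groups 3.27% to 4.92%. Loss of Prf1 and the exchanged C-terminus are hypotheses for these.

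Low depth as the whole cause of the 3 atypical libraries of D is argued against by prf1Δ libraries thinned to the same number of protein-coding counts, whose lowest correlation with the median profile was 0.916 for WT replicate 3 and 0.916 for hrp1Δhrp3Δ replicate 1, against 0.684 and 0.569 observed. For hrp1Δhrp3Δprf1Δ replicate 2, with 1384 protein-coding counts, it was 0.421 to 0.444, against 0.229 observed, so depth accounts for part of the fall. Its rRNA share of 34.3%, against at most 6.36% in the other libraries, is not made by depth either. Without a trend with GC content the correlations of the 3 libraries were 0.741, 0.653 and 0.359, and without a trend with gene length 0.785, 0.663 and 0.274, so neither trend alone accounts for them. RNA quality and other faults of single preparations stay open and were not tested.

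Antisense reads of overlapping genes counted as mug and meu genes are argued against as the cause of the upward shift of that set in B and C, while the shifts in D were not tested for this. Among genes with no gene on the other strand, 54 mug and meu genes had a median log2 fold change above that of other such genes by 0.14 in hrp1Δ, 0.20 in hrp3Δ and 0.35 in hrp1Δhrp3Δ of B and by 0.23 in the libraries labelled hrp1-CT(hrp3) (camera, adjusted p 2.82e-04, 8.81e-04, 2.42e-05 and 4.40e-05). For convergently nested genes in the libraries labelled hrp1-CT(hrp3), antisense reads over the host gene counted as the nested gene stay open. The change of the nested gene had a Spearman correlation of 0.17 with that of its host's antisense entry over 130 pairs, which does not decide between these readings.

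Replicate 1 of the libraries labelled fft2Δ and replicate 1 of fft3Δ shared a deviation from their group means (Pearson's r 0.598 across genes, against a median of −0.004 over 405 pairs of libraries from different groups of A-b1, of which 1 was higher). Its cause was not tested.

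Each comparison of 3 libraries with 3 was repeated for the 10 splits of its 6 libraries, a number that cannot give a share under 0.1. For the numbers of called protein-coding genes and antisense features, the real split alone (1 of 10) gave a number as large in the comparisons with WT and between mutants, except that 2 of 10 did for both numbers in swr1Δ, for the protein-coding genes in fft1Δ and for those in hrp1Δhrp3Δ of D, and 10 of 10 for the antisense features in fft1Δ and for both numbers in hrp1Δhrp3Δprf1Δ against prf1Δ. For pairs of WT groups all numbers were reached by 1 of 10. The antisense shift was as large in 1 of 10 splits except in the libraries labelled fft2Δ (3), mit1Δ (6), the libraries labelled rrp1Δ (8), rrp2Δ (3), irc20Δ (5), swr1Δ (5), fft1Δ (6), snf22Δ (10), and between mutants of D in hrp1Δhrp3Δprf1Δ against hrp1Δhrp3Δ (9), hrp1Δhrp3Δprf1Δ against prf1Δ (5) and prf1Δ against hrp1Δhrp3Δ (10). The set test of mug and meu genes was as large in 1 of 10 splits except in hrp1Δ of A-b1 (3) and the libraries labelled hrp3-CT(hrp1) (7). That of convergently nested genes was as large in 1 of 10 in the libraries labelled hrp1-CT(hrp3), 2 in hrp1Δhrp3Δ of D, 4 in hrp1Δ of A-b1 and in hrp3Δ and hrp1Δhrp3Δ of B, 5 in prf1Δ and in hrp1Δhrp3Δprf1Δ, 8 in the libraries labelled hrp3-CT(hrp1), 9 in hrp1Δ of B and 10 in the libraries labelled hrp3Δ of A-b1. For the effect of hrp1Δhrp3Δ in D against B 0 features were called, a number that 100 of 100 groupings must reach, so they decide nothing. The 40 protein-coding genes and 229 antisense features with an unadjusted p under 0.05 were not compared with other groupings.

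In hrp1Δhrp3Δ of experiment B, 2272 antisense features were called, counted as reverse complements of coding sequences. That is lower than the value quoted from the study above.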
